A study of Mus musculus with 8 samples.

How the data were processed

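RNA sequencing of mouse retina was compared between wild-type (WT) mice and mice labelled as knockouts (KO) of Kcnv2, the gene for a voltage-gated potassium channel subunit of photoreceptors. This subunit forms no channel by itself and joins other Kv subunits. The labels give 3 WT and 5 KO libraries, each from 2 pooled retinas of a mouse aged 1 month, and number the libraries WT 1 to WT 3 and KO 2 to KO 6. Total RNA was extracted from dissected retinas, per the labels' protocols. The series text states that the authors left 2 KO samples out and tested 3 WT against 3 KO samples. It does not name the samples left out, so all 8 libraries were used here.

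The authors deposited a table of raw read counts per gene, with 26824 genes under Ensembl mouse identifiers and 8 libraries. The values are whole numbers whose totals differ between libraries. No aligner, counter, genome build, annotation release or strand setting is stated in the labels or in the file headers. Every gene in the table has at least 16 counts in total over the libraries, so genes with fewer counts had been removed before deposit. Because the file states no build, no genomic positions are given. The GENCODE M21 annotation was matched by Ensembl identifier and held 22121 of the 26824 genes. It served only for the order of genes along chromosomes, for GC content and length of transcripts, and for the share of each gene's 31-base words (31-mers) that also occur in another gene. Such sharing shows where counts may be split between near-identical genes. Counting by strand is not stated, so counts of overlapping or antisense genes are uncertain.

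Counts were scaled by the trimmed mean of M values (TMM) in edgeR 4.0.16 under R 4.3.3. Genes were kept by edgeR's filterByExpr, which left 20167. The groups were compared with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) on all 8 libraries with no covariate. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene was called at an adjusted p-value under 0.05. Standard errors of log2 fold changes were derived from the fold change and the F statistic. Levels are given as TMM-scaled CPM, the count of a gene for each 1e+06 counts of the library, with the standard deviation (SD). The score of a gene list was the mean over its genes of log2 CPM with a prior count of 2. The 13 lists, for cell types, stress, channels and other tissues, were fixed before the data were examined, as were the groups, the tests and most alternatives. List scores were compared with a two-sided exact permutation test in scipy 1.17.1. The 8 libraries can be split 3 against 5 in 56 ways, so the smallest two-sided p-value is 0.0357 as computed there, and with 13 lists the adjusted p-value passes 0.05 only if most lists reach that smallest value.

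The genes named in the text were set by rule. They are Kcnv2, the 6 largest rises and 6 largest falls among called genes with a mean log2 CPM of at least 1 and every KO library on one side of every WT library, the 4 other genes with the smallest p-values, and every called gene of the lists. Sex-linked genes were kept out of the ranked names. Some genes that met the rule are not reported here. Genes outside the rule are said to be so where they appear.

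Depth was 17759146 to 25188870 counts per library. At that depth 3 counts, taken as the floor, equal 0.119 to 0.169 CPM. Shares of counts are given with 95% Wilson binomial intervals. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. No pair of libraries of one group agreed within sampling noise. The chi-square statistic per degree of freedom over genes was 5.85 or more in every pair, so each library was counted as a replicate.

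The edgeR steps were tested on simulated counts with the real means and library sizes and 200 genes changed 2-fold. With the dispersions estimated from all 8 libraries, 127 of the 200 were called (63.5%), with 7 other genes called, among 19764 tested. With the common dispersion of the WT libraries, 192 were called (96.0%), with 17 others, among 19731 tested. No shift shared by some libraries of a group was simulated, so the other genes called do not measure false calls that such a shift would cause. The list test and the scan for genes present in some libraries and absent in others were also tested on simulated data.

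Alternatives fixed beforehand were DESeq2's size factors, library size alone, DESeq2 1.42.0, limma voom 3.58.1 with library quality weights, robust estimation, other filters on low counts, a surrogate variable from sva 3.50.0, list scores as covariates, and the fits without each library or without each pair of KO libraries. The replicate numbers 2 and 3 occur in both groups. They come from the library names, and the labels do not say that they pair animals, so a fit of these 4 libraries with the number as a block was an alternative. The crossed pairing, the comparison of KO 2 and KO 3 with WT, a library batch covariate, and the fits with offsets for GC content or length (for all libraries and for KO 2 and KO 3 or KO 4 to KO 6 against WT), without mitochondrial genes or without genes that share 31-mers were chosen after the data were seen. No replicate library was left out of the comparison of the groups.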

Results

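Gene expression in the retina was measured by RNA sequencing in 3 libraries labelled WT and 5 libraries labelled KO, each from 2 pooled retinas of a mouse aged 1 month. The comparison asks which transcripts differ in retinas of mice labelled as lacking Kcnv2. The WT libraries held 17759146, 21473873 and 22029795 counts. The libraries labelled KO held 25188870 (KO 2), 21574549 (KO 3), 19808817 (KO 4), 19415922 (KO 5) and 21257735 (KO 6) counts. The 10 most abundant genes took 7.33% to 9.96% of the counts of a library.

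Kcnv2 (ENSMUSG00000047298, chromosome 19) was examined first, because its level checks the labels. It was present in every library. Its level was 519, 551 and 526 CPM in WT 1 to WT 3, and 585, 447, 398, 409 and 409 CPM in the libraries labelled KO 2 to KO 6. The mean was 532 ± 16.4 CPM in WT (SD, n = 3) and 450 ± 77.8 CPM in the libraries labelled KO (SD, n = 5). The log2 fold change was -0.24 (SE 0.14), and the adjusted p-value in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.275. KO 2 had the highest level of all 8 libraries after TMM scaling, where its factor was the lowest (0.915), but not by library size alone. KO 3 to KO 6 were below every WT library. No library lacked the transcript, so the gene-level count does not identify the libraries labelled KO as knockouts, and they are called by their labels throughout. Every direction below is that of the libraries labelled KO against those labelled WT. The alternatives that moved this value most were KO 2 and KO 3 alone against WT, with a log2 fold change of -0.04, and in the other direction the fit without KO 2 and KO 3, with -0.38.

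**Figure D1:**
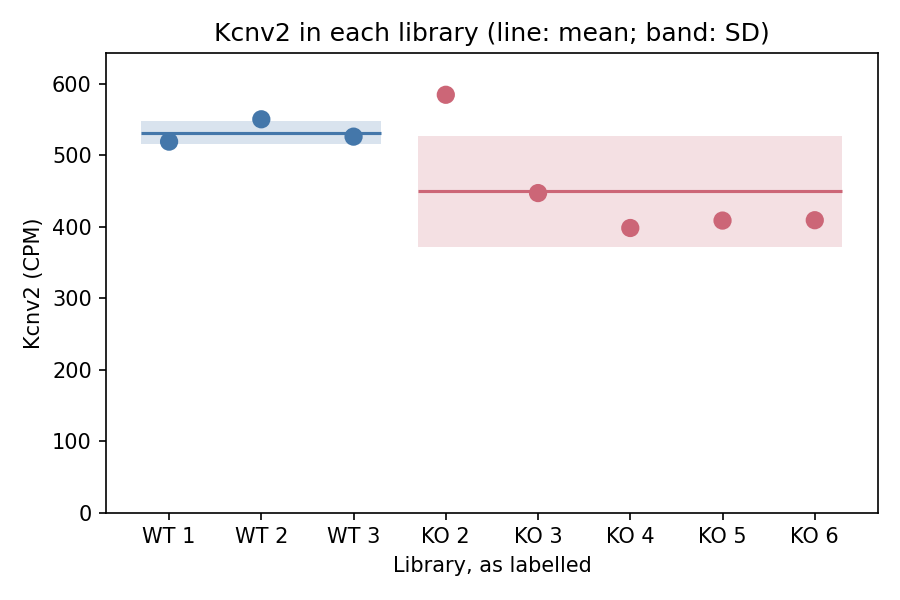
Kcnv2 in CPM (y axis) in each library (x axis, WT in blue and libraries labelled KO in red); each point is a library, lines are group means and bands are 1 SD. The libraries labelled KO lie between 398 and 585 CPM and overlap the WT libraries at 519 to 551 CPM.

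The 8 libraries did not fall into 2 sets along the labels. The first principal component of log2 CPM held 39.5% of the variance and set KO 4, KO 5 and KO 6 (scores 45.7, 53.2 and 58.1) apart from the other 5 libraries (scores -40.2 to -11.9). The second component held 16.7% and set KO 2 and KO 3 (scores -54.5 and -31.7) apart from WT (scores 22.0 to 27.2). Spearman's rho across genes, which are not independent replicates, was 0.9879 to 0.9894 among KO 4, KO 5 and KO 6 and 0.9866 to 0.9879 among the WT libraries. It was 0.9655 to 0.9753 between KO 4 to KO 6 and the other libraries. It was 0.9776 between KO 2 and KO 3, and 0.9757 to 0.9802 between either of these and WT, so the value for KO 2 with KO 3 lay within the range of those for KO 2 or KO 3 with WT.

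**Figure D2:**
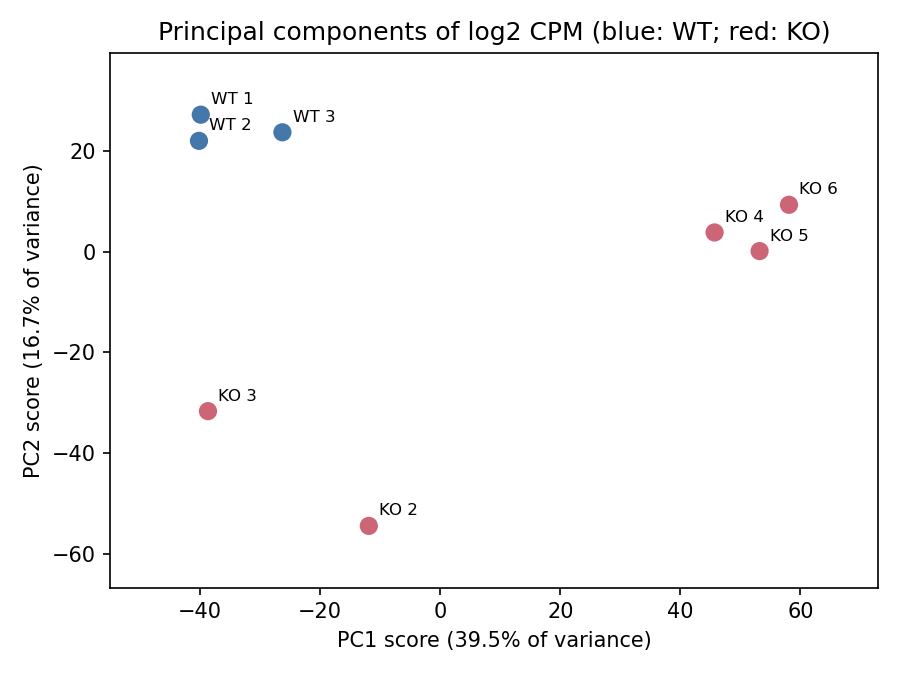
The first (x axis) and second (y axis) principal component scores of log2 CPM over the tested genes; each point is a library, WT in blue and libraries labelled KO in red. KO 4 to KO 6 have first-component scores of 45.7 to 58.1, and the other 5 libraries have scores of -40.2 to -11.9.

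A scan over all ways to divide the libraries counted genes with at most 1 count in each library of one side and at least 20 in each library of the other. The division of KO 4, KO 5 and KO 6 from the other 5 libraries gave 10 such genes, and no other division of 3 against 5 gave more than 1. Single libraries set against the other 7 gave up to 21 (KO 3), with 12 for KO 5 and 10 for KO 6, and among divisions with at least 2 libraries on each side no other gave more than 4. Mitochondrial genes took 7.09%, 7.92% and 7.57% of counts in WT, 6.52% and 5.23% in KO 2 and KO 3, and 3.70%, 3.57% and 3.03% in KO 4 to KO 6. The 95% Wilson interval was narrowest for KO 6, at 3.02% to 3.03%, and widest for WT 1, at 7.08% to 7.10%. KO 4 to KO 6 were therefore treated as a separate batch. This batch holds no WT library, so within it the batch and the group cannot be told apart. KO 2 and KO 3 were compared with the 3 WT libraries as the remaining 5, and this is what within-batch means below. The labels name no batch, and that these 5 libraries were processed together was not shown: KO 2 and KO 3 were less like WT than the WT libraries were like each other, so a batch difference between them was not excluded.

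With all 8 libraries, edgeR called 1529 of 20167 tested genes, of which 956 were higher and 573 lower in the libraries labelled KO. Of these, 301 differed by at least 2-fold, 172 higher and 129 lower. For 1486 of the 1529 genes (97.2%), every library labelled KO lay on one side of every WT library. Among all tested genes 4210 did so (20.9%). Chance gives 3.57% only if all 8 libraries are interchangeable. The libraries treated above as a separate batch are not, so 3.57% is no baseline for the 20.9%. The called genes were chosen on the same contrast, so the 97.2% does not measure an effect of the label either. The number of called genes depended strongly on the libraries used. The fit without KO 2 and KO 3 called 8416 genes, the largest number of any fit, and the fit without KO 4 and KO 5 called 118. Across the 10 fits of 3 libraries labelled KO against 3 WT, 109 genes were called every time in the same direction, 77 higher and 32 lower.

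Within the 5 libraries outside KO 4 to KO 6, KO 2 and KO 3 against WT gave 180 genes, 126 higher and 54 lower, of which 153 were also called with all libraries and in the same direction. With the batch as a covariate over all 8 libraries, 949 genes were called, of which 623 were among the 1529. KO 4 to KO 6 include no WT library, so this fit estimates the same contrast of KO 2 and KO 3 with WT, and KO 4 to KO 6 add only to the estimate of the spread. It is not a separate comparison. Of the 180 genes, 175 had the same direction in KO 4 to KO 6 against WT, where 163 were also called and 1 was not tested. Both comparisons use the same WT libraries, so they are not independent. Across 19412 genes, the log2 fold changes of KO 2 and KO 3 and those of KO 4 to KO 6 had a Pearson correlation of 0.361. The shared WT libraries alone can give a positive correlation and shared directions, and the values they would give were not computed. Neither the correlation of 0.361 nor the 175 genes with the same direction therefore shows a common change. In total 102 genes, 73 higher and 29 lower, were called with all libraries, in all 10 fits of 3 against 3, in KO 2 and KO 3 against WT, and with the batch covariate, which repeats that contrast.

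Replicate numbers 2 and 3 occur in both groups. Over genes, the deviations of same-numbered libraries from their group means had a correlation of -0.19. This gives no sign that the numbers pair the libraries as labelled, but so few pairs cannot exclude it. The edgeR fit of these 4 libraries with the replicate number as a block called 52 genes, 38 higher and 14 lower, against 14 genes with no block. With the pairing crossed (WT 2 with KO 3, WT 3 with KO 2) it called 527 genes. Kcnv2 had a log2 fold change of -0.07 under the block and -0.07 under the crossed block.

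**Figure D3:**
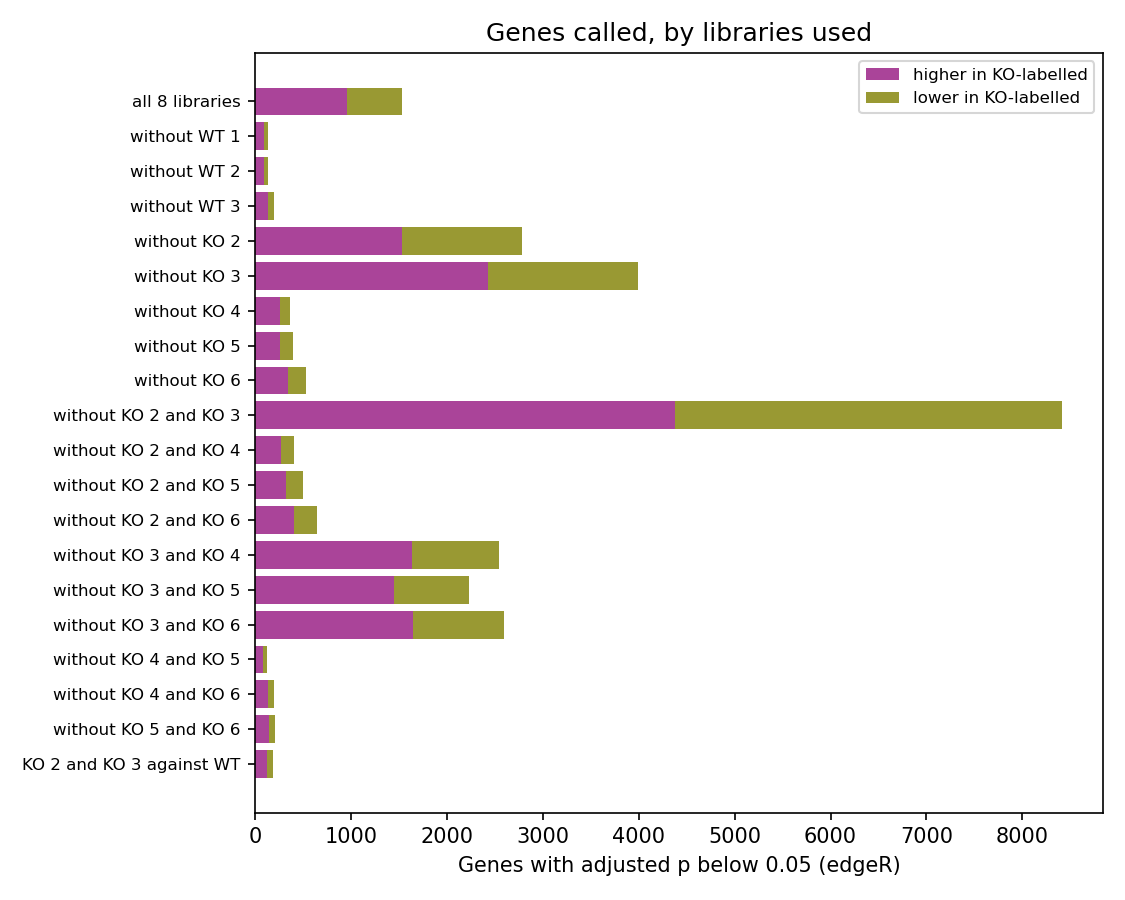
Number of genes with an adjusted p-value under 0.05 in edgeR (x axis) for each set of libraries (y axis), divided into genes higher and lower in the libraries labelled KO. The number is 1529 with all 8 libraries, 8416 without KO 2 and KO 3, and 118 without KO 4 and KO 5.

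Fold changes of genes were related to GC content. Across 18028 tested genes with a transcript in the annotation, which are not independent replicates, Spearman's rho between log2 fold change and GC content was 0.459. It was 0.534 for KO 4 to KO 6 against WT and 0.169 for KO 2 and KO 3 against WT. With transcript length, rho was 0.114 over all libraries, 0.041 for KO 4 to KO 6 and 0.264 for KO 2 and KO 3, so the relation to length was stronger than that to GC content in KO 2 and KO 3. With each library corrected for GC content, 1253 genes were called, of which 870 were among the 1529, while 1515 genes were called among the same 18028 without the correction. The GC correction left a rho of 0.240 with length. For KO 2 and KO 3 against WT, 164 genes were called with GC correction and 158 with length correction, of which 153 and 137 were among the 180.

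The largest fall among the ranked genes was that of Glb1l3 (ENSMUSG00000031966), from 8.32 ± 0.733 CPM in WT (SD, n = 3) to 0.351 ± 0.139 CPM in the libraries labelled KO (SD, n = 5). Its log2 fold change was -4.55 (SE 0.26), with an edgeR adjusted p-value of 2.98e-05, and it was -4.79 within the batch of KO 2, KO 3 and WT. Falls followed in Gm39011 (log2 fold change -3.46), Gm4065 (-3.43), Gm47160 (-2.02), Gm72035 (-1.94) and Ccdc187 (-1.88). Gm39011 ranged from 0 to 62 counts in the libraries labelled KO and from 131 to 563 in WT. Gm39011, Gm72035, Ccdc187 and Gm32355 each lost the call in some of the fits that left out libraries. Gm39011, Ccdc187 and Gm32355 were not called within the batch of KO 2, KO 3 and WT. The largest rise was that of Ankrd69, with a log2 fold change of 4.16 (SE 0.32) on 3 to 4 counts per WT library and 51 to 82 per library labelled KO. Rdh1 (ENSMUSG00000089789) rose from 1.35 ± 0.247 to 16.9 ± 1.51 CPM (SD, n = 3 and n = 5), a log2 fold change of 3.65 (SE 0.17) with an edgeR adjusted p-value of 6.54e-06, and 3.64 within the batch. Rdh16f1 rose by 3.71, but a share of 1 of its 31-mers occurs in another gene, so its counts and their division from similar genes are uncertain. The same holds for Gm12802 (log2 fold change 3.21, share 0.693). The share was smaller, but not 0, for Rdh1 (0.279) and Ankrd69 (0.334). Gm32355 rose by 3.20 and Arid3c by 3.16. No share was known for Gm32355, Gm39011 and Gm72035, which the annotation used here did not hold.

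The other genes with the smallest p-values included Prok1 (log2 fold change 2.83), Loxl4 (3.07) and Krt18 (1.97). Prok1 rose from 2.27 ± 0.429 to 16.1 ± 2.41 CPM (SD, n = 3 and n = 5), with an edgeR adjusted p-value of 8.67e-05. These 3 genes were called in every fit that left out libraries. A share of 0.349 of the 31-mers of Prok1 occurs in another gene.

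Among the 139 tested genes of the 13 lists, edgeR called 21 higher and 6 lower after adjustment over all genes, and 31 higher and 10 lower after adjustment over the lists alone. The retinal stress list stood out: 9 of its 11 tested genes were higher and 0 were lower, with a median log2 fold change of 1.67. Fgf2 rose from 40.3 ± 2.55 to 170 ± 32.1 CPM, a log2 fold change of 2.07 (SE 0.16) with an edgeR adjusted p-value of 0.000142. Gfap rose from 20.1 ± 0.839 to 63.9 ± 11.2 CPM, a log2 fold change of 1.67 (SE 0.15) with an edgeR adjusted p-value of 0.000382. Stat3 (1.23) and Osmr (1.34) rose as well. Each of these 4 genes was also called within the batch of KO 2, KO 3 and WT, with log2 fold changes of 1.85 (Fgf2), 1.65 (Gfap), 1.02 (Stat3) and 1.27 (Osmr). Lif (2.56), Cebpd (2.13), Bcl3 (2.50), Serpina3n (1.45) and Edn2 (2.79) were called over all libraries and were not called within that batch. With so few libraries, the missing calls do not show that these rises were confined to KO 4 to KO 6. Lif, Cebpd, Bcl3 and Edn2 were higher in KO 2 and KO 3 than in every WT library. Lif was at 1.997 and 0.8559 CPM in KO 2 and KO 3, and at 0.1776 to 0.4934 CPM in WT. Serpina3n in KO 3 (5.135 CPM) was below WT 2 (5.313 CPM). Edn2 was at 28.9 to 45.6 CPM in KO 4 to KO 6, at 5.04 and 6.51 CPM in KO 2 and KO 3, and at 2.66 to 4.17 CPM in WT.

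**Figure D4:**
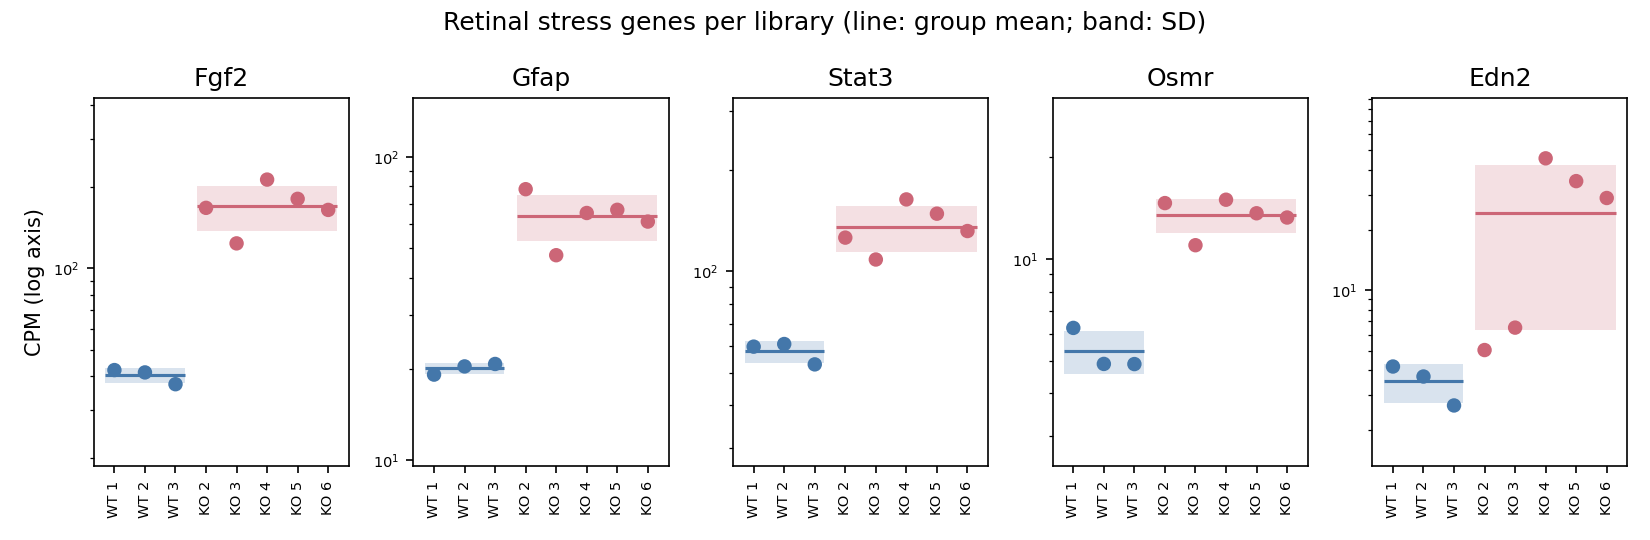
CPM (y axis, log scale) of 5 retinal stress genes in each library (x axis); points are libraries, WT in blue and libraries labelled KO in red, lines are group means and bands 1 SD. Fgf2, Gfap, Stat3 and Osmr are higher in every library labelled KO than in every WT library, and Edn2 is at 5.04 and 6.51 CPM in KO 2 and KO 3.

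Of the photoreceptor genes in the lists, Pde6h (log2 fold change -0.74), Gngt1 (-0.90), Gngt2 (-0.60) and Gnat2 (-0.47) fell, and Sag (0.87), Pde6c (0.51) and Esrrb (0.54) rose. Pde6h fell from 149 ± 11.3 to 89.3 ± 9.17 CPM, with an edgeR adjusted p-value of 0.00478, and was called in every fit that left out libraries and within the batch of KO 2, KO 3 and WT. The other 6 of these genes each lost the call in some fits that left out libraries, and none was called within that batch (edgeR adjusted p-values 0.102 to 0.170), where each kept its direction. Esrrb was not called after correction for GC content (edgeR adjusted p-value 0.0854). Of the Kv subunits, Kcng1 (1.56) and Kcng4 (0.56) rose, and Kcng4 was not called after GC correction (edgeR adjusted p-value 0.0586). Neither was called within the batch of KO 2, KO 3 and WT (edgeR adjusted p-values 0.0840 and 0.183).

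In other lists, Sox9 (0.62) and Kcnj10 (0.54) of the Muller glia list, and Tmem119 (0.94) and Csf1r (0.69) of the microglia list were higher. Gng13 (-0.81) of the bipolar list and Calb1 (-0.49) of the amacrine and horizontal list were lower, and Gpr179 (0.48) was higher. Gng13 has 0.462 of its 31-mers in another gene. None of these 7 genes was called within the batch of KO 2, KO 3 and WT (edgeR adjusted p-values 0.102 to 0.238), and each lost the call in some fits that left out libraries. Of the 42 genes named besides Kcnv2, 25 were not called within that batch. Tmem119, Csf1r, Gpr179 and Calb1 were not called after GC correction, with edgeR adjusted p-values of 0.0983, 0.0582, 0.0974 and 0.636. The sex-linked genes Kdm5d and Uty were called lower, which rested on WT 3, the library with Y-linked transcripts described among the library differences.

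By exact permutation of list scores, two-sided, 4 of the 13 lists reached the smallest possible p-value of 0.0357, and none passed adjustment (adjusted p-value 0.116 with Benjamini-Hochberg over the lists). These were retinal stress, microglia, Muller glia, and silent and partner Kv subunits, each higher in every library labelled KO than in every WT library. With the median over genes in place of the mean, only retinal stress of these 4 kept that p-value, and the unadjusted exact p-values were 0.143 for microglia, 0.107 for Muller glia and 0.0714 for the Kv subunits. The Kv subunits also lost it with library size alone (0.0714 by the exact test). The retinal stress score was 3.72 ± 0.51 in the libraries labelled KO (SD, n = 5) and 2.24 ± 0.18 in WT (SD, n = 3), a difference of 1.48, and the difference was 0.96 within the batch of KO 2, KO 3 and WT. The differences were 0.47 for microglia, 0.28 for Muller glia and 0.26 for silent and partner Kv subunits, and 0.50, 0.36 and 0.33 within that batch. With the replicate number as a block, the mean paired difference was 0.98 for retinal stress, 0.59 for microglia, 0.36 for Muller glia and 0.26 for the Kv subunits. A crossed pairing gives the same mean. The rod score differed by 0.077 (unadjusted exact p-value 0.50) and the cone score by -0.18 (unadjusted exact p-value 0.0714). Neither passed adjustment. By the median over genes, the rod score was lower in every library labelled KO than in every WT library, by -0.28 (unadjusted exact p-value 0.0357, adjusted 0.232 with Benjamini-Hochberg), so the direction of the rod list depends on the summary.

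Libraries differed in ways the labels do not give. WT 3 held 9 counts of Xist and 2132 of Ddx3y, while the other 7 libraries held 30144 to 59443 counts of Xist and 1 to 3 of Ddx3y. Transcripts of the lens list took 5.00% of the counts of KO 3 (95% Wilson interval 4.99% to 5.01%), 0.170% of those of WT 2, 0.0791% of those of WT 1 and at most 0.0207% of those of the other libraries. Mitochondrial genes took 4.41% ± 1.44 of counts in the libraries labelled KO (SD, n = 5) and 7.53% ± 0.416 in WT (SD, n = 3), with a two-sided exact permutation p-value of 0.0357, the smallest the design allows. KO 2 and KO 3 were below every WT library, at 6.52% and 5.23%, and 2 against 3 libraries are too few for a test to reach 0.05.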

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

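The gaps described here were looked for in 60 values of the 5 libraries labelled KO, and 2 passed the limit, 0.71 of the whole range, where chance gives about 3.0. The tests of the explanations were chosen after the gaps were seen.

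In KO 3, lens transcripts took 5.00% of the counts, and the gap to the next library labelled KO was 0.996 of their whole range. All 14 genes of the lens list were highest in KO 3 among the 8 libraries. This is consistent with lens tissue carried over in dissection, and the lens list was fixed beforehand. Lens tissue differs between libraries of both groups, since WT 2 and WT 1 held 0.170% and 0.0791%, so no biological explanation tied to the labels was tested. With the lens score as a covariate, edgeR called 2657 genes.

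Gpr179 in KO 3 was at a log2 CPM of 7.14, below the other libraries labelled KO, with a gap of 0.816 of their range. With lens genes left out it was 0.801, still past the limit. After GC correction it was 0.401, so GC content bias may explain this gap, and it cannot be called biological. With no more values past the limit than chance gives, it carries little weight.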

How the results depend on the processing

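The number of called genes with all 8 libraries, 1529, depended on the analysis. It stayed between 1094 and 1724 with DESeq2's size factors, library size alone, robust estimation, other filters on low counts, no sex-linked genes, no mitochondrial genes, no genes that share 31-mers, and offsets for GC content or length. With library size alone the split changed to 566 higher and 787 lower, from 956 higher and 573 lower, and 41.8% were higher in place of 62.5%. With voom weights 4084 were higher and 4164 lower.

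Larger numbers came from DESeq2 (3034), limma voom with quality weights (8248), the first surrogate variable as a covariate (2449) and the lens score as a covariate (2657). Voom gave KO 2 and KO 3 the lowest weights, 0.213 and 0.272, so that fit leans on KO 4 to KO 6. Smaller numbers came from the score for retinal pigment epithelium and choroid as a covariate (399) and the batch covariate (949), which rests on the same contrast as KO 2 and KO 3 against WT. Among alternatives chosen after the data were seen, KO 2 and KO 3 against WT gave 180 genes (164 with a GC offset and 158 with a length offset), and KO 4 to KO 6 against WT with a GC offset gave 5661. At 2-fold, the count of 301 became 1128 with voom, 164 with the pigment epithelium covariate, 83 in KO 2 and KO 3 against WT (76 with a GC offset and 66 with a length offset), and 682 in KO 4 to KO 6 with a GC offset. For the other differences the cause was not tested.

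Numbers ranged from 118 to 8416 genes, and from 77 to 1123 at 2-fold, across the fits that left out 1 library or 2 libraries labelled KO. The highest came without KO 2 and KO 3. Without 1 library labelled WT, 132 to 199 genes were called. All 132 called without WT 1 were among the 1529, as were 132 of 135 without WT 2 and 192 of 199 without WT 3. For Kcnv2 the log2 fold change ranged from -0.38 to -0.15 over these fits. It passed the threshold without KO 2 (edgeR adjusted p-value 0.0298) and without KO 2 and KO 3 (edgeR adjusted p-value 0.000116). It also passed under voom (-0.36, limma adjusted p-value 0.00117) and in KO 4 to KO 6 with a GC offset (-0.38, edgeR adjusted p-value 0.000106). Over all alternatives its adjusted p-values ran from 0.000106 to 0.967. None of these values approaches the loss of a transcript.

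With the replicate number as a block, the 4 libraries numbered 2 and 3 gave 52 genes, 51 of them at 2-fold. The same libraries with no block gave 14 and 14. The crossed block gave 527, and the block with a GC offset gave 192, with 134 at 2-fold. The correlation of same-numbered deviations was -0.19, and -0.124 without lens genes.

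No list score passed adjustment in the exact permutation test under any setting of the scores. The camera test, which compares a list with other genes, called 3 lists with Benjamini-Hochberg adjustment: retinal stress (difference 1.48, adjusted p-value 9.82e-08), microglia (0.47, adjusted p-value 0.0019) and Muller glia (0.28, adjusted p-value 0.0317). The median over genes in place of the mean reversed the sign for rod (-0.28), bipolar (0.069), amacrine and horizontal (-0.035) and ganglion (-0.21). Under it the rod score reached the smallest exact p-value, 0.0357, with every library labelled KO below every WT library, while microglia, Muller glia and Kv subunits no longer reached it. With library size alone the Kv subunits did not reach it either. As paired differences under the block, the cone score moved to -0.31, retinal stress to 0.98 and lens to 3.83. In KO 2 and KO 3 against WT, retinal stress was 0.96 and lens 3.36. Retinal stress stayed between 1.18 and 1.83 in all fits that left out libraries, and the signs of the rod, bipolar, amacrine and horizontal, pigment epithelium, and lens scores changed in some of those fits.

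Of the 42 named genes other than Kcnv2, 0 reversed under any alternative tried, among 1781 pairs of gene and alternative, of which 505 lost the call. Ranked rises and falls were chosen with every library labelled KO on one side of every WT library, as were 97.2% of called genes. A fit on some of these libraries can then hardly reverse the sign, so the 0 reversals are little evidence of stability. In all, 16 genes kept the call in every fit that left out libraries, and 8 in every alternative in which they were tested: Fgf2, Glb1l3, Gm4065, Krt18, Loxl4, Prok1, Rdh1 and Rdh16f1. All 31-mers of Rdh16f1 occur in another gene, so it may not be a separate result. Depth was similar between groups and limits the lowest genes: the floor of 3 counts is 0.119 to 0.169 CPM, close to the level of Ankrd69 in WT.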

Other observations

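The tests of genes present in some libraries and absent in others, of lens transcripts and of sex were chosen after the pattern was seen; the other tests were set out before their result was known.

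Of the 56 splits of the 8 libraries into 3 and 5, 2 gave at least as many genes as the labels did (1529), and the same 2 gave at least as many at 2-fold (301): the labels and the split of KO 4, KO 5 and KO 6 from the other 5 libraries. That split gave 5188 genes, 628 at 2-fold, and no other split gave more than 1. Replicate numbers 2 and 3 occur in both groups, although the correlation of -0.19 gives no sign that they pair libraries. Among the 16 splits that part both same-numbered pairs, 1 gave as many genes and 1 as many at 2-fold, the real one in each case. That narrower comparison is too small to reach a share under 0.05 whatever its outcome. The other splits keep at least 1 same-numbered pair together.

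KO 4 to KO 6 stand apart from the other 5 libraries in a way treated here as a batch, which the labels do not name, and in these libraries the batch and the group cannot be told apart. The 10 genes that are present on one side of this division and absent on the other include H2ac19, with 891, 993 and 1381 counts in KO 4 to KO 6 and 0 in the other libraries, and H2ac18 of the same histone family fell from between 596 and 904 counts to between 53 and 169. Their sum ran from 596 to 904 in the other libraries and from 1026 to 1550 in KO 4 to KO 6. These genes fall outside the rule for named genes and were chosen after their values were seen. The median share of their 31-mers found in another gene was 1, against 0.0196 over all tested genes, and 1 of the 56 splits of 3 against 5, the one seen, gave as many such genes, although KO 3, KO 5 and KO 6 alone gave 21, 12 and 10 against the other 7 libraries. This is consistent with counts assigned differently among near-identical genes in the batch, for example by other alignment or counting, and the counts alone cannot name the step.

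Other technical explanations of the 1529 genes were tested by whether the count of genes moved by more than 1.5 times. It was 1513 without mitochondrial genes, 1465 with a length offset, 1611 without genes that share 31-mers and 1253 with a GC offset. A count near the original does not mean the same genes: under the GC offset only 870 of the 1253 were among the 1529, so GC content may explain part of the calls. In KO 4 to KO 6 against WT the GC offset changed the count from 8164 to 5661, with 4261 called in both. That change is within 1.5 times, yet the lists differ, so part of this difference cannot be told apart from GC content bias. Around Kcnv2, 8 of 101 neighbouring genes were called, and 54.9% of windows of that size held at least as many. This gives no sign of a cluster of calls at the targeted locus. Windows held 8.1 calls on average, so strain DNA that changes a few genes there was not excluded. Other loci are not covered by this comparison. Because of the batch, the number of differing genes cannot be called biological as a whole. The 102 genes called with all libraries, in all 10 fits of 3 against 3 and in KO 2 and KO 3 against WT, alone and with the batch covariate, may be those least tied to it, as a hypothesis. The last 2 fits share 1 contrast and are not independent. They were selected on these same libraries, and KO 2 and KO 3 may themselves differ from WT by more than the label.

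Kcnv2 was not lowered in any library labelled KO to the extent a lost transcript would give. An exchange of labels between a WT and a KO library does not explain this, since all 8 libraries held 398 to 585 CPM. Of the 15 splits that exchange 1 library of each group, 0 gave more genes than the labels did, and the most any gave was 0. A share of 0 of the 31-mers of Kcnv2 occurs in another gene, so counts shared with a copy are not the source. A knockout allele that leaves a transcript without a working protein, such as a small deletion or a changed frame, was not tested, since counts per gene do not show exons or sequence.

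WT 3 differs from the other 7 libraries in sex-linked transcripts. It held 9 counts of Xist and 2132 of Ddx3y, 1344 of Eif2s3y and 1018 of Kdm5d, which is consistent with a male mouse among 7 female ones. The labels give no sex. The calls of Kdm5d and Uty rest on this library: without it, their log2 fold changes were -1.32 and -0.24.

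Yy2 falls outside the rule for named genes and was chosen after its values were seen. It was at 4.61, 1.79 and 2.89 CPM in WT and at 0 in each of the 5 libraries labelled KO. It was the only gene in the scan that was absent in every library of one label and present at 20 counts or more in every library of the other. All of its 31-mers also occur in another gene, so its counts are uncertain, and no explanation was tested. Egr1, Fos, Nr4a1 and Junb, also outside the rule, were higher in every library labelled KO than in every WT library, in KO 2 and KO 3 as in KO 4 to KO 6. Egr1 was at 12.4 to 18.5 CPM in WT and at 76.9 to 161 CPM in the libraries labelled KO. Dissection time and lighting are not in the labels, so no explanation was tested.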
